# Transcriptional responses of invasive and indigenous whiteflies to different host plants reveal their disparate capacity of adaptation

**DOI:** 10.1038/srep10774

**Published:** 2015-06-04

**Authors:** Hong-Xing Xu, Yue Hong, Min-Zhu Zhang, Yong-Liang Wang, Shu-Sheng Liu, Xiao-Wei Wang

## Abstract

The whitefly *Bemisia tabaci* contains more than 35 cryptic species. The higher adaptability of Middle East-Asia Minor 1 (MEAM1) cryptic species has been recognized as one important factor for its invasion and displacement of other indigenous species worldwide. Here we compared the performance of the invasive MEAM1 and the indigenous Asia II 3 whitefly species following host plant transfer from a suitable host (cotton) to an unsuitable host (tobacco) and analyzed their transcriptional responses. After transfer to tobacco for 24 h, MEAM1 performed much better than Asia II 3. Transcriptional analysis showed that the patterns of gene regulation were very different with most of the genes up-regulated in MEAM1 but down-regulated in Asia II 3. Whereas carbohydrate and energy metabolisms were repressed in Asia II 3, the gene expression and protein metabolisms were activated in MEAM1. Compared to the constitutive high expression of detoxification genes in MEAM1, most of the detoxification genes were down-regulated in Asia II 3. Enzymatic activities of P450, GST and esterase further verified that the detoxification of MEAM1 was much higher than that of Asia II 3. These results reveal obvious differences in responses of MEAM1 and Asia II 3 to host transfer.

Plants and insect herbivores are perpetually at battle in the evolutionary army race. Plants evolve various ways to become less hospitable to insect herbivores, while insect herbivores develop sophisticated defense systems to cope with their host plants or to find novel ways to exploit new hosts^1^. During the evolution, plants have evolved morphological barriers, including plant trichomes, surface waxes, and tissue thickness, to inhibit insect settlement on the plant^2^. In addition, plants’ primary and second metabolites, such as allelochemicals, nonprotein amino acids, and plants’ varying levels of nutrients (host quality), may reduce insect survival, growth and fecundity^3^,^4^,^5^. In parallel, insects also develop multiple behavioral and physiological mechanisms to overcome plant defenses, allowing them to survive on certain species of plants or even establish compatible interactions with multiple plant species^6^,^7^,^8^.

The whitefly *Bemisia tabaci* (Gennadius) (Hemiptera: Aleyrodidae) is a species complex with global distribution and extensive genetic diversity^9^,^10^,^11^. In this species complex, the Middle East-Asia Minor 1 (MEAM1, previously referred as the ‘B biotype’) species has been spreading and displacing the native whitefly species in many tropical and subtropical regions in the last 20 years. It causes excessive crop losses through directly feeding and transmission of plant viruses^12^,^13^,^14^. Previously, asymmetric mating interactions with indigenous whiteflies and beneficial interactions with plant viruses have been shown to be crucial in the invasion of MEAM1^15^,^16^. In addition, MEAM1 has a wider host range and higher host adaptability than many indigenous species of the *B. tabaci* complex, which may play an important role in the process of whitefly invasion as well^12^,^14^,^17^,^18^.

To date, many experimental studies have compared the performance of MEAM1 and other whitefly species on different plant species. Zang *et al.*^17^ showed that on tobacco MEAM1 whiteflies can develop successfully from egg to adult, whereas no individuals of Asia II 3 can. Xu *et al.*^18^ showed that MEAM1 whiteflies performed better than the indigenous Asia II 1 whiteflies on several commonly cultivated crop species. In addition, MEAM1 whiteflies have the ability to gradually acclimatize to unsuitable host plants through a series of intermediate hosts^19^. Such plasticity in host utilization may help MEAM1 to increase its population in areas where only poor or unsuitable host plants are available, and thus aid in its invasion. Thus, it is of interest to examine how MEAM1 and indigenous whiteflies respond after being transferred from a favorite host to an unsuitable host plant.

The performance of phloem-feeding insects is closely related to the amino acid and carbohydrate content of phloem sap of their host plants^20^,^21^. A Florida strain of sweet potato whitefly was found to have an expanded host range probably due to the fact that it processed more phloem sap so as to have access to more amino acids which allowed it to expand its host range^22^. As the nutritional quality of the phloem sap changed in water stressed plant, especially when the carbohydrate concentrations were higher, feeding rates of whitefly on water stressed plants significantly declined^23^. The feeding behaviors of piercing-sucking insect varied on different plants, which could be partly explained by the change of amino acid concentrations among the phloem sap of various plants^24^,^25^,^26^. Furthermore, MEAM1 performed better on virus infected tobacco plants than on uninfected plants, because whiteflies were able to achieve a more balanced nutritional assimilation from virus-infected plants^27^. As the nutritional quality of phloem sap varies in different plants, it’s interesting to investigate the mechanisms for *B. tabaci* to adapt to different host plant diets.

Insect resistance to plant chemicals is another key determinant for the adaptability of herbivorous insects. Overproduction of detoxification enzymes in insects is a main mechanism of metabolic resistance to plant toxins^6^. In general, cytochrome P450 monooxygenases (P450s), carboxylesterases (COEs) and glutathione S-transferases (GSTs) are widely employed by insects as the main detoxification mechanisms to allelochemicals^6^,^28^,^29^. Constitutive and inducible defences are two defence strategies utilized by different whitefly species. MEAM1 utilizes inducible defense in response to high levels of glucosinolates as some detoxification genes are significantly induced during exposure to indolic glucosinolates, while Mediterranean (MED, previously referred to as the ‘Q biotype’) species utilizes constitutive defence as most of the detoxification genes are constitutively expressed at a higher level in MED than in MEAM1 species^30^. However, an overall picture of how *B. tabaci* adapts to different host plants is still lacking.

The recently available whitefly transcriptome sequences^31^,^32^,^33^ have provided us unprecedented opportunities to investigate the global transcriptional response of whiteflies to different host plants. In this study, we compared the transcriptional responses of MEAM1, one of the most important invasive pest in China^16^, and Asia II 3 which is a native whitefly species and had almost been replaced by MEAM1 in China^17^, to host plant transfer (from cotton to tobacco). It has been known that cotton is a suitable host for both MEAM1 and Asia II 3; and these two species have similar performance on cotton. However, while MEAM1 can survive poorly on tobacco, all Asia II 3 whiteflies end up dead after several days on tobacco. Therefore, it is an adaptation process for MEAM1 and a non-host process for Asia II 3, when they were transferred from cotton to tobacco. Through this comparison, we hope to reveal the adaptation or tolerance mechanism of the invasive MEAM1 to an unsuitable host plant. First, we compared the performance of MEAM1 and Asia II 3 whiteflies transferred from cotton to tobacco. Second, we analyzed the gene expression variations of MEAM1 and Asia II 3 in response to host plant transfer using the Illumina sequencing technology. Last, we measured the detoxification enzyme activities of MEAM1 and Asia II 3 transferred from cotton to tobacco separately to illustrate the function of different detoxification systems during host plant transfer.

## Results

### Mortality and fecundity of whiteflies following host plant transfer

The mortality and fecundity of MEAM1 and Asia II 3 whiteflies were determined when they were transferred from cotton to tobacco and from cotton to cotton (as a control), respectively. After they were transferred to cotton plants for 24 h, the mortalities of MEAM1 and Asia II 3 whiteflies were comparable (about 10%), suggesting that cotton is equally suitable to both species. However, after transfer to tobacco for 24 h, the mortality of Asia II 3 (40%) was significantly higher than that of MEAM1 (24%) (Fig. 1A). To examine whether the higher mortality of whiteflies on tobacco was due to starvation (the insects may not feed on tobacco), whiteflies were also transferred into empty clip cages. Interestingly, the mortalities of both Asia II 3 and MEAM1 whiteflies in empty clip cage for 24 h were comparable to their mortalities on cotton (Fig. 1A), suggesting that the high mortality of whiteflies on tobacco was not due to starvation but due to feeding/staying on tobacco. Likewise, while the mean number of eggs per female on tobacco laid by each of the two species was significantly lower than that on cotton, the fecundity of MEAM1 on tobacco was five-fold higher than that of Asia II 3 (Fig. 1B). These data indicate that: i) tobacco is a less suitable plant for both MEAM1 and Asia II 3 whiteflies; and ii) compared with MEAM1, Asia II 3 performed poorer after being transferred from cotton to tobacco.

### Gene expression of MEAM1 and Asia II 3 whiteflies following host plant transfer

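Gene expression was measured by digital gene expression (DGE) tag sequencing, in which cDNA is digested with NlaIII at CATG and a tag of 21 bases, CATG included, is read. About 1000 whiteflies were transferred per treatment and the live ones were collected after 24 h. 1 library was sequenced for each of the 4 treatments, and the other replicate of each treatment was used by the authors for qRT-PCR and is not analysed here. No difference between the DGE libraries therefore has a replicate check among them, and every test given here compares the reads of 2 libraries and not the conditions. The authors deposited, for each library, every clean tag with its copy number and with its TPM, the copy number scaled to the clean tags of that library. The copy numbers summed to 5734967 for MC, 5888090 for MT, 5976544 for AC and 5730194 for AT. No tag in the files had a copy number below 2. The smallest abundance that 3 counts can show was 0.523 TPM in MC, 0.510 TPM in MT, 0.502 TPM in AC and 0.524 TPM in AT. Tags were amplified by PCR without molecular identifiers, so intervals and floors cover counting error only. Counts were joined across libraries by tag sequence, and a tag missing from a library was given a count of 0. Tags were not matched to transcripts, because the transcriptome databases to which the authors mapped them were not used here. Differential expression was therefore tested per tag, with the Audic-Claverie test the paper cites, two-sided, at a Benjamini-Hochberg FDR below 0.001 and an absolute log2 ratio of TPM of at least 1, with 0 set to 0.01 TPM. The main choices that could change the numbers are this value for 0, the scaling by total tags, and counting error as the only source of variation in the test.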

To reveal how the two whitefly species respond to host plant transfer, four samples: MEAM1 on cotton (MC), MEAM1 on tobacco (MT), Asia II 3 on cotton (AC) and Asia II 3 on tobacco (AT) were collected and sequenced, respectively. 

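The files held 143198 distinct clean tags for MC, 133826 for MT, 111624 for AC and 119204 for AT, and 251681 different tags over all 4 libraries, of which 38168 were counted in every library. The most abundant tag in each library was CATGATCTGAGTTCAGACCGG, with 14.1% of the counts in MC (95% Wilson interval 14.0 to 14.1), 13.7% in MT (13.7 to 13.8), 18.6% in AC (18.6 to 18.6) and 14.4% in AT (14.3 to 14.4). The 10 most abundant tags of each library took 26.8% of the counts in MC, 24.4% in MT, 29.1% in AC and 26.2% in AT. MC and MT shared 85377 distinct tags, which is 59.6% of the tags of MC. AC and AT shared 48084 distinct tags, 43.1% of the tags of AC and 40.3% of the tags of AT, while 84185 tags, 70.6% of the tags of AT, were also counted in MT.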

Approximately 6.0 million raw tags were obtained for each library and up to 39.05% (22,547) of the sequences in the reference database could be unambiguously identified by unique tags (Table 1). To identify the differentially expressed genes (DEGs) after transfer to tobacco, two comparisons were performed: 1) MT vs. MC; and 2) AT vs. AC.

The gene regulation patterns of MEAM1 and Asia II 3 whiteflies were very different after they were transferred to tobacco for 24 h. 

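The 2 comparisons were set side by side at the level of tags. Of the tags tested, 7180 were differentially expressed in both MT vs. MC and AT vs. AC. Among these, 6918 (96.4%, 95% Wilson interval 95.9 to 96.8) changed in the same direction in the 2 comparisons, 4548 of them down and 2370 up, and 262 changed in opposite directions. Read against each other in the same way, AT and MT differed in 1292 tags, while AC and MC differed in 19949 tags and AT and MC in 7556. MT and MC differed in 8727 tags and AT and AC in 31471.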

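Of the 191647 tags counted in MT or MC, 8727 were differentially expressed. Of these, 3189 (36.5%, 95% Wilson interval over tags 35.5 to 37.6) were up-regulated and 5538 (63.5%, 62.4 to 64.5) were down-regulated on tobacco. A tag is not a gene, since a gene can have several tags and many tags match no gene of the reference, so these numbers and those of Fig. 2A count different features. Under the alternatives the count ran from 0 tags, with edgeR's exact test and an assumed dispersion of 0.16 as a stand-in for the variation between replicates that was not measured, to 17912 tags with an FDR below 0.05. With an assumed dispersion of 0.04, 2067 tags passed and 5.76% of them were up-regulated. Among the 2208 tags that passed the FDR with at least 100 counts in each library, CATGACACTTAATTTTGATTT rose most, from a count of 166 in MC to 1055 in MT (log2 ratio 2.63), followed by CATGATTTTTAATTTGTTTAT, from 137 to 658 (log2 ratio 2.23). CATGCATATTGCAAAAAAAAA fell most, from 1653 to 120 (log2 ratio -3.82), followed by CATGACTTAATAAAATTGAGT, from 4797 to 359 (log2 ratio -3.78). The files do not pair these tags with genes.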

Among the 57,741 genes in the transcriptome of MEAM1, 1,266 genes were found differentially expressed (False discovery rate, FDR < 0.001 and absolute value of log_2_^Ratio^ ≥ 1), with 79.8% (1,010) of genes up-regulated (Fig. 2A; Table S1). However, among the 52,535 genes in the transcriptome of Asia II 3, more genes (3,115) were differentially expressed and 83.3% (2,595) of DEGs were down-regulated after feeding on tobacco for 24 h (Fig. 2A; Table S2). Moreover, while 95.6% (1,210) genes were regulated by one- to four-fold in MEAM1, about half of the DEGs of Asia II 3 were regulated by four- to twelve-fold (Fig. 2A). 

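Of the 182744 tags counted in AT or AC, 31471 were differentially expressed. Up-regulated tags numbered 15875 (50.4%, 95% Wilson interval over tags 49.9 to 51.0) and down-regulated tags 15596 (49.6%, 49.0 to 50.1), an interval that includes 50. This balance depends on the settings, since 7 of 8 alternatives gave more up-regulated tags with intervals above 50. TMM scaling gave 58.1% up-regulated tags (57.5 to 58.6) and median-ratio scaling 57.7% (57.1 to 58.2). With edgeR's exact test and an assumed dispersion of 0.16, 6872 tags passed, of which 34.6% were down-regulated. Among the 1603 tags that passed the FDR with at least 100 counts in each library, the largest rises were those of CATGAATAATAAAATTAGTTT, from a count of 174 in AC to 15459 in AT (log2 ratio 6.53), and of CATGTTTATTGGAGTAAATTT, from 1531 to 124776 (log2 ratio 6.41). The same tags had counts of 6330 and 45648 in MC and of 6931 and 102535 in MT. The largest falls were those of CATGTTAAAACGATCAAAACT, from 10873 in AC to 108 in AT (log2 ratio -6.59), and of CATGCTACTAAGCTCAGGTAC, from 8881 to 112 (log2 ratio -6.25), and their counts were 3749 and 4922 in MC and 70 and 510 in MT. The files do not pair these tags with genes.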

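In MT vs. MC, 81.2% of the differentially expressed tags had an absolute log2 ratio of at most 4 and 1638 tags (18.8%, 95% Wilson interval 18.0 to 19.6) exceeded 4. In AT vs. AC, 22396 tags (71.2%, 70.7 to 71.7) exceeded 4. Most tags above 4 had a count of 0 in one of the libraries compared, where the ratio is set by the value of 0.01 TPM given to 0. This held for 1324 of the 1638 tags in MT vs. MC and for 16151 of the 22396 tags in AT vs. AC. With 1 TPM added to both values before taking log2, the share above 4 was 0.339% in MT vs. MC and 8.94% in AT vs. AC, the alternative that moved these shares most. With a count of 1 for missing tags the shares were 12.6% and 67.1%.

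**Figure D1:**
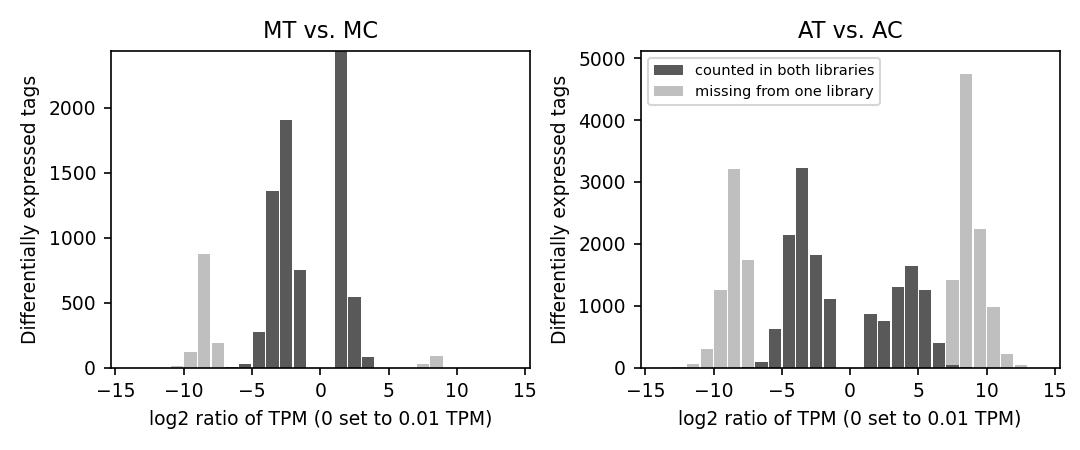
Number of differentially expressed tags (y axis) by log2 ratio of TPM in bins of width 1 (x axis) for MT vs. MC and AT vs. AC, on separate y scales. Dark bars are tags counted in both libraries and light bars are tags missing from one of them, which hold 1324 of the 1638 tags above 4 in MT vs. MC and 16151 of the 22396 in AT vs. AC.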

The Pearson correlation coefficients of the two libraries were 0.643 for AT vs. AC and 0.943 for MT vs. MC, suggesting that host plant transfer had a much larger effect on the gene expression profile of Asia II 3 than that of MEAM1 (Fig. 2B,C).

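Over the 48084 tags counted in both AT and AC, Pearson's r of log10 TPM was 0.453, and over the 85377 tags counted in both MT and MC it was 0.810. These correlations are across tags, which are not independent replicates, and no p-value is given. Restricting to tags with at least 10 counts in each library gave 0.513 for AT vs. AC and 0.816 for MT vs. MC. The setting that moved r most was keeping the tags missing from one library at 0.01 TPM, with which r was -0.15 for AT vs. AC and 0.209 for MT vs. MC. The 4 libraries give 4 further pairs. AT and MT had the highest r of all 6 pairs, 0.911 over 84185 tags, and AT and MC had 0.823. AC and MC had 0.686, and AC and MT had the lowest, 0.438. From the lower coefficient of AT vs. AC than of MT vs. MC, the paper proposes that transfer to tobacco changed gene expression much more in Asia II 3 than in MEAM1.

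**Figure D2:**
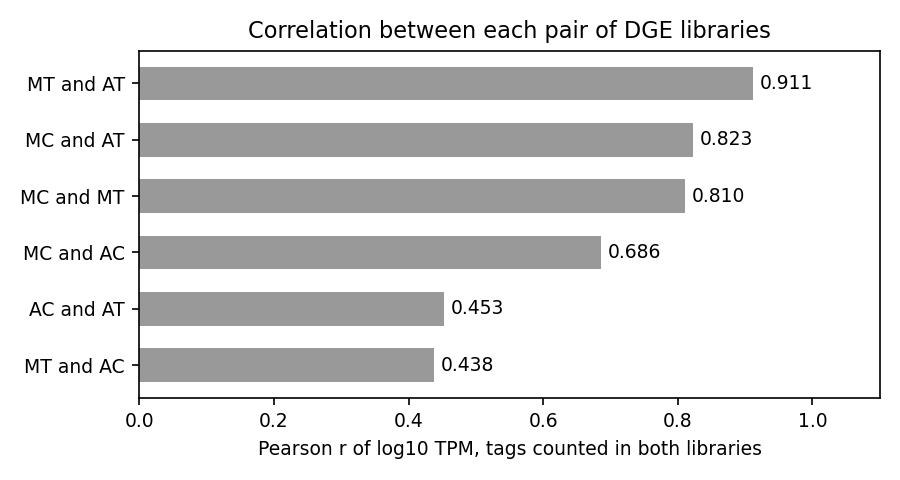
Pearson's r of log10 TPM (x axis) for each of the 6 pairs of DGE libraries (y axis), over the tags counted in both libraries of the pair. AT and MT have the highest r, 0.911, and the pairs AC and AT (0.453) and AC and MT (0.438) the lowest.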

To validate the DGE data, quantitative reverse transcription PCR (qRT-PCR) was used to examine the expression profile of 50 randomly selected DEGs in MT vs. MC and AT vs. AC. Out of the 50 genes selected, 45 showed a concordant direction of change for both DGE and qRT-PCR (Table S3). 

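For 1 of the 50 genes of Table S3, BT_B_ZJU_Singletons100692, the forward primer holds a complete DGE tag, CATGGCAATGTTGGTCATAAA. This tag had a count of 44 in MC (7.67 TPM) and 130 in MT (22.1 TPM), a log2 ratio of 1.52 (p = 9.7e-11 from the exact two-sided Audic-Claverie test on the reads of these 2 libraries, unadjusted). Its counts in AC and AT were 60 and 105, a log2 ratio of 0.87. No other primer of Table S3 holds a tag that was counted.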

Discrepancies in the data obtained from DGE and qRT-PCR have been described previously^34^,^35^, nevertheless qRT-PCR confirmed the up- and down-regulation of genes detected by DGE analysis and proved the validation of DGE analysis.

### GO and KEGG pathway analysis

The Gene Ontology (GO) analysis was used to classify the functions of all DEGs in MEAM1 and Asia II 3 whiteflies feeding on different host plants. Among the 1,266 DEGs in MEAM1 species, 126 genes were mapped to the category of Cellular component, 156 genes to Molecular function, and 140 genes to Biological process. Among the 3,115 DEGs in Asia II 3 species, 306 genes were mapped to the category of Cellular component, 356 genes to Molecular function, and 326 genes to Biological process. GO enrichment analysis showed that in MEAM1, 10 GO terms were enriched with DEGs in the category of Cellular component and 6 GO terms were enriched with DEGs in Biological process category; however, there were no terms enriched in the Molecular function category (Fig. 3A). Meanwhile a total of 38 GO terms were enriched with DEGs in Asia II 3 species with ‘intracellular’, ‘structural molecule activity’ and ‘metabolic process’, having most DEGs in the three main categories respectively (Fig. 3B).

The Kyoto Encyclopaedia of Genes and Genomes (KEGG) pathway analysis showed that 225 DEGs were mapped to 138 pathways in MT vs. MC comparison group, and 469 genes in AT vs. AC group were mapped to 186 pathways. Pathway enrichment analysis showed that 8 pathways in MEAM1 and 24 pathways in Asia II 3 were enriched with DEGs after host plant transfer (Table 2).

### Feeding on tobacco repressed the carbohydrate and energy metabolism of Asia II 3

In Asia II 3, DEGs were significantly enriched in four carbohydrate metabolism pathways and one energy metabolism pathway including ‘Oxidative phosphorylation (OXPHOS)’, ‘Citrate cycle (TCA cycle)’, ‘Glycolysis’, ‘Propanoate metabolism’ and ‘Pentose phosphate pathway’ (Table 2, Table S4). 

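Table S4 gives the summed tag counts of each gene, so a gene counted from exactly 1 tag shows the same pair of counts in AT and AC as that tag. This search locates values and does not match a tag to a transcript. Over all supplementary tables, 1613 genes had at least 20 counts in each library of their comparison, and for 664 of them exactly 1 tag had the same pair of counts. With the tobacco count of each gene shifted by 1 to 5 in either direction, 216 genes on average had a lone tag, the level this search reaches by chance. Without the minimum of 20 counts, 926 of 3306 genes had a lone tag, against 443.5 on average for shifted pairs. For the glycolysis genes named here no tag could be located. The pair of hexokinase, 0 counts in AT and 14 in AC, was shared by 605 tags, and that of phosphofructokinase, 0 and 17, by 388 tags. No tag had the pair of pyruvate kinase, 82 and 1582.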

In our data, the expression levels of hexokinase, phosphofructokinase and pyruvate kinase genes, which play key roles in glycolysis pathway^36^, were all significantly down-regulated in AT vs. AC, indicating that glycolysis was strongly inhibited in Asia II 3 after feeding on tobacco for 24 h (Fig. 4, Table S4). It is noteworthy that phosphoglucomutase (PGM) was up-regulated in Asia II 3 whiteflies, suggesting that whiteflies can adjust their carbohydrate metabolism to adapt to the different plant nutritional composition. In addition, the increase of transcription of phosphoglyceratemutase and enolase, which catalyze the synthesis of phosphoenolpyruvic acid (PEP) and release -OH, was also observed in glycolysis pathway in AT vs. AC.

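No tag had the pair of counts of enolase (561 in AT and 162 in AC) or of phosphoglucomutase (246 and 93) in Table S4. Exactly 1 tag had the pair of phosphoglycerate mutase, 75 and 9, but the count of 9 in AC is below the minimum of 20 in each library under which a lone tag was taken as located, and its sequence is therefore not given.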

In eukaryotes, the TCA cycle and OXPHOS is a vital part of energy metabolism to supply ATP for organisms^37^. TCA cycle was repressed in AT vs. AC as 4 genes were significantly down-regulated including isocitrate dehydrogenase, 2-oxoglutarate dehydrogenase E1 component, succinyl-CoA synthetase and succinate dehydrogenase (Fig. 4, Table S4). Moreover, because of the down-regulation of pyruvate kinase and pyruvate dehydrogenase genes in AT vs. AC (Fig. 4, Table S4), the TCA cycle would be affected due to the lack of raw material pyruvate^38^ in Asia II 3 when they fed on tobacco for 24 h. 

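For the TCA cycle genes of Table S4, no tag was located with at least 20 counts in each library. The pair of isocitrate dehydrogenase, 5 counts in AT and 210 in AC, was found in no tag, that of 2-oxoglutarate dehydrogenase, 0 and 13, in 625 tags, that of the succinyl-CoA synthetase beta chain, 18 and 321, in 1 tag, and that of the succinate dehydrogenase cytochrome B small subunit, 18 and 289, in 2 tags.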

The mitochondrial electron transport chain was also disturbed seriously and the synthesis of ATP was inhibited in Asia II 3 as most of DEGs (35 out of 38) mapped to OXPHOS pathway were down-regulated in AT vs. AC including NADH dehydrogenase, succinate dehydrogenase, cytochrome c reductase and cytochrome c oxidase (Table S4). 

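Of the 38 OXPHOS genes in Table S4, 8 had exactly 1 tag with their pair of counts and at least 20 counts in each library, and for 6 of these no other tag had any of the shifted pairs. None of the tags was matched to a transcript. Of the 8 tags, 7 fell and 1 rose in AT vs. AC, as the table gives for those genes by construction, and the log2 ratios ran from -4.56 to 1.47. The tag with the counts of NADH dehydrogenase subunit 2, CATGTTTTATATTAACCAGTT, had 24344 counts in AC and 1283 in AT (log2 ratio -4.19). The tag with the counts of cytochrome c oxidase polypeptide Va, CATGTAAAAGTGTCTGCGATC, had 2949 in AC and 141 in AT (log2 ratio -4.33), and that with the counts of cytochrome c oxidase subunit 5B, CATGTGCGGAAACTGGTTCAA, had 2610 and 180 (log2 ratio -3.80). The tag with the counts of the ubiquinol-cytochrome c reductase complex, CATGTAGCAATTCAATTTAAG, had 9461 and 4203 (log2 ratio -1.11). In the MEAM1 libraries, whose counts took no part in locating the tags, the log2 ratios of the 8 tags in MT vs. MC ran from -3.14 to 0.47 and had the sign they had in AT vs. AC. For 3 of the 8 this was a sign only, since CATGGGAACAGCTTCCAGTCA had 45 counts in both MC and MT (p = 0.90), CATGGCACTTTTGTCTCGGAA went from 82 to 75 (p = 0.470) and CATGGATAACGCCAGTAAAAA from 47 to 67 (p = 0.0841), by the exact two-sided Audic-Claverie test on the reads, unadjusted. The first 3 tags named had log2 ratios of -2.09, -3.14 and -2.40 in MT vs. MC. These shared signs do not by themselves show a response of MEAM1 to tobacco. AT resembled MT (r = 0.911) more than AC (r = 0.453), and a mixture of RNA between libraries could give shared signs too. Of the other pathways of Table S4, pentose phosphate and propanoate metabolism each had 1 located gene. Their tags rose in AT vs. AC (log2 ratios 2.04 and 1.52) and had the opposite sign in MT vs. MC. There the log2 ratios were -0.51 (p = 0.00584) and -0.31 (p = 0.273, within counting error), by the same exact test, unadjusted. For the propanoate gene 10 tags had one of the shifted pairs. From the number of down-regulated genes in this pathway, the paper reasons that the electron transport chain was disturbed and ATP synthesis inhibited in Asia II 3.

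**Figure D3:**
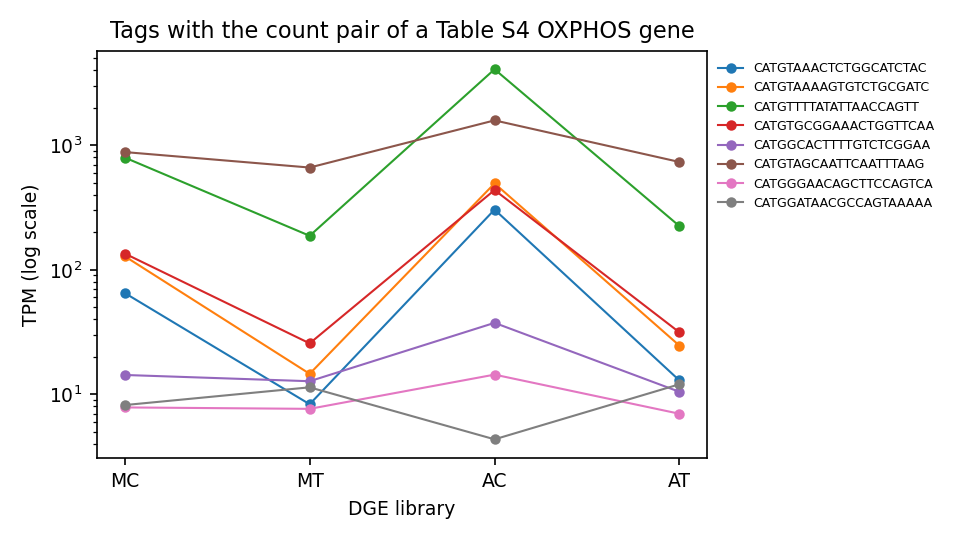
TPM on a log axis (y axis) of the 8 tags that have the pair of counts of an OXPHOS gene of Table S4, in the 4 DGE libraries (x axis), with a line joining the values of each tag. The tag CATGTTTTATATTAACCAGTT had 24344 counts in AC, 4565 in MC, 1283 in AT and 1103 in MT.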

Collectively, these data indicate that the carbohydrate and energy metabolism are significantly repressed in Asia II 3, which may lead to the death of Asia II 3 whiteflies on tobacco.

### Gene expression and protein metabolism in MEAM1 whiteflies after host plant transfer

In MEAM1, the results of GO enrichment analysis showed that six biological processes related to RNA metabolism and gene expression were enriched with DEGs (Fig. 3A). Among the 39 DEGs in ‘gene expression’ GO term, 33 DEGs were up-regulated, suggesting that gene transcription might be activated in MEAM1 after host plant transfer. In contrast, 52 DEGs (63%) in the ‘gene expression’ GO term in Asia II 3 were significantly down-regulated (Fig. 3B). The difference between MEAM1 and Asia II 3 in ‘gene expression’ can also be correlated to the mechanism that more genes were up-regulated in MEAM1.

Ribosomes are basic for RNA translation and cellular viability, so the transcription levels of ribosomal genes were used to estimate the cell injury provoked by various stresses^39^,^40^. Upon feeding on tobacco, the expressions of 28 ribosome genes of Asia II 3 were significantly changed, of which 64% (18) were down-regulated and 36% (10) were up-regulated (Table 2, Table S5). In contrast, ‘Ribosome’ pathway was not significantly regulated in MEAM1 and only 3 DEGs were mapped to this pathway with 2 genes up-regulated. These results suggest that the protein synthesis process is not significantly affected in MEAM1 but is seriously repressed in Asia II 3, which is consistent with the stronger tolerance of MEAM1 to tobacco. 

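For 10 of the 28 ribosome genes that Table S5 lists for AT vs. AC, exactly 1 tag had their pair of counts, taken as TPM times the clean tags of the library, with at least 20 counts in each library. The tags were not matched to transcripts. In AT vs. AC, 4 of these tags fell and 6 rose, as the table gives for those genes by construction. Table S5 lists 18 of the 28 as down-regulated, and the minimum of 20 counts leaves out genes that fell to few counts. The split among located genes therefore does not describe the pathway. The steepest fall was that of CATGGATATATCGGAGAATTC, the tag with the counts of 40S ribosomal protein S15a, from 1520 in AC to 98 in AT (log2 ratio -3.89), and the largest rise that of CATGGACACGGTCGTATTGGT, the tag with the counts of 60S ribosomal protein L27a, from 678 to 4853 (log2 ratio 2.90). In MT vs. MC the log2 ratios of the 10 tags ran from -3.08 to 1.49, and 9 of them had the sign they had in AT vs. AC with a difference beyond counting error. CATGTGTTTTGACAATCTGGA, the tag with the counts of 60S ribosomal protein L18, had 140 counts in MC and 147 in MT (log2 ratio 0.03, p = 0.850 by the exact two-sided Audic-Claverie test on the reads, unadjusted), so its sign is within counting error. The smallest of the other 9 was that of CATGGCGCCTAAGGGCAACAA, the tag with the counts of ribosomal protein L13 (log2 ratio 0.19, p = 2.7e-05 by the same exact test). In MT vs. MC the first tag went from 287 in MC to 120 in MT (log2 ratio -1.30) and the second from 1709 to 3541 (log2 ratio 1.01). A mixture of RNA between libraries could also give the shared signs.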

A recent study in *Chironomus riparius* showed that the ribosomal RNA transcription was significantly down-regulated by the high concentration of butyl benzyl phthalate (BBP)^40^. Therefore, the inhibition of ribosomal gene expression in Asia II 3 may be caused by taking some plant allelochemicals in tobacco phloem sap.

Proteasome and lysosome are two different but functionally coupled protein degradation systems^41^,^42^. The main function of the proteasome is to degrade intracellular unneeded or damaged proteins by ubiquitin-dependent protein degradation^43^. The peptides generated from lysosomal degradation and ubiquitin-proteasome system will be further degraded into shorter amino acid sequences and used in synthesizing new proteins^44^,^45^,^46^. KEGG pathway analysis showed that the DEGs were enriched in ‘proteasome’ pathway for both MEAM1 and Asia II 3 (Table 2), suggesting that the protein degradation metabolism was regulated in both whitefly species when they were transferred onto tobacco for 24 h. Interestingly, ‘proteasome’ pathway was activated in tobacco-feeding MEAM1 whiteflies as indicated by 4 up-regulated genes in this pathway, but repressed in Asia II 3 as 11/14 DEGs in ‘proteasome’ pathway were down-regulated (Table S6). Moreover, most of the DEGs in the ‘lysosome’ and ‘protein digestion and absorption’ pathway of MEAM1 and Asia II 3 were down-regulated, indicating that the ingested tobacco phloem sap proteins cannot be efficiently utilized when whiteflies were transferred to feed on tobacco.

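None of the 5 proteasome genes listed for MT vs. MC in Table S6 was located with a lone tag of at least 20 counts in each library. Of the 14 listed for AT vs. AC, 6 were located, 3 of them down and 3 up, as the table gives for those genes by construction. Table S6 lists 11 of the 14 as down-regulated, and the minimum of 20 counts leaves out genes that fell to few counts. The split among located genes therefore does not describe the pathway. CATGCTCGATCTATGAGTGTA, the tag with the counts of Rpt1, fell from 409 in AC to 24 in AT (log2 ratio -4.03), and the tag with the counts of the 26S non-ATPase regulatory subunit 7, CATGCAAGTCTACTAAATTTG, from 407 to 24 (log2 ratio -4.02). The tag with the counts of subunit beta type-5, CATGTTTTACAACTACAAAGG, rose from 81 to 404 (log2 ratio 2.38). In MT vs. MC the first 2 tags fell from 164 to 14 (log2 ratio -3.59) and from 123 to 15 (log2 ratio -3.07), and that of subunit beta type-5 went from 458 to 332 (log2 ratio -0.50). Of the 6 tags, 2 had a log2 ratio of the same sign in MT vs. MC as in AT vs. AC. For the 3 tags not named here the log2 ratios in MT vs. MC were 0.18 (p = 0.274), -0.27 (p = 0.216) and -0.15 (p = 0.481) by the exact two-sided Audic-Claverie test on the reads, unadjusted, so their signs are within counting error. No tag was matched to a transcript, and a mixture of RNA between libraries could also give the shared falls.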

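Among the lysosome genes of Table S6, 1 of the 20 listed for MT vs. MC was located by its pair of counts. It is listed as cathepsin B, and the tag with its counts, CATGTGGGATACATTTGAATA, had 110 counts in MC and 30 in MT (log2 ratio -1.91). The same tag had 2 counts in AC and 53 in AT. Another tag had one of the shifted pairs of counts of this gene, so the match may be due to chance. Of the 18 listed for AT vs. AC, 2 were located. Their tags were CATGTGGCATTCATACCTACC, with 465 counts in AC and 66 in AT (log2 ratio -2.76), and CATGCTCTCATACTCAATGCC, with 278 and 63 (log2 ratio -2.08), and in MT vs. MC their log2 ratios were -1.35 and -0.78. For these 2 tags a mixture of RNA between libraries could also give the shared falls. None of the genes listed for protein digestion and absorption was located, and no tag was matched to a transcript.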

### Differential regulation of detoxification genes in Asia II 3 and MEAM1

Detoxification enzymes of insects, typically including P450s, GSTs and COEs, play important roles in insecticide resistance, tolerance to plant toxic compounds and metabolism of endogenous compounds^6^,^28^,^47^. Therefore, we screened all homologous genes of P450s, GSTs and COEs in our sequencing data and a total of 23 genes with putative function of detoxification were found (Table S7). Among the 23 detoxification genes in MEAM1 and Asia II 3, different patterns of gene expression were found. While most of the detoxification genes in MEAM1 were not substantially changed when they fed on tobacco for 24 h, the majority of detoxification genes in Asia II 3 were drastically down-regulated to an extremely low level (Fig. 5). When MEAM1 whiteflies were transferred to feed on tobacco for 24 h, only 5 detoxification genes (*BtGST6*, *BtGST7*, *P450-5*, *P450-6* and *esterase1*) were differentially expressed (Fig. 5A, Table S7). However, in Asia II 3, 13/17 detoxification genes were significantly down-regulated after feeding on tobacco for 24 h (Fig. 5B, Table S7). In addition, KEGG pathway enrichment analysis showed that 15 DEGs were enriched in ‘Metabolism of xenobiotics by cytochrome P450’ and ‘Drug metabolism - cytochrome P450’ pathways in AT vs. AC, suggesting that detoxification metabolism of Asia II 3 was significantly suppressed after transferring on tobacco (Table 2).

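Of the 20 detoxification genes that Table S7 lists for MEAM1, 2 had exactly 1 tag with their pair of counts and at least 20 counts in each library, namely P450-5 and BtGST5. CATGCAACTCCAAGAACACAG, the tag with the counts of P450-5, had 178 counts in MC and 49 in MT, a log2 ratio of -1.90 (p = 2.4e-19 from the exact two-sided Audic-Claverie test on the reads of these 2 libraries, unadjusted). The tag was chosen for having these counts, so the ratio and p-value restate Table S7 and are no independent test of it. It was not matched to a transcript, but the separate search with the Asia II 3 counts of P450-5 led to the same tag. For BtGST6, BtGST7, P450-6 and esterase1 no such tag was found.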

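Among the 17 detoxification genes that Table S7 lists for Asia II 3, 2 were located by their pair of counts, P450-5 and BtGST5, by the same tags as in MEAM1. The tag of P450-5, CATGCAACTCCAAGAACACAG, had 258 counts in AC and 65 in AT, a log2 ratio of -1.93 (p = 8.2e-27, exact two-sided Audic-Claverie test on the reads of these 2 libraries, unadjusted), against a log2 ratio of -1.90 in MT vs. MC. The tag of BtGST5, CATGAGAAATTGGTATCTTTT, had 214 and 98, a log2 ratio of -1.07 (p = 3.7e-10, same exact test). As in MEAM1, the values in AT vs. AC restate the counts of Table S7 by which the tags were located. A mixture of RNA between libraries could also give the shared fall of the tag of P450-5. From the number of down-regulated genes and from its pathway enrichment, the paper proposes that detoxification metabolism was suppressed in Asia II 3 on tobacco.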

Among the 20 detoxification genes analyzed in MEAM1, *BtGST4*, *BtGST5*, *P450-9*, *esterase3* and *esterase4* were consistently expressed at a high level (10 < TPM < 90) and the changes following host transfer were not significant (Fig. 5A, Table S7). However, in Asia II 3, seven of these detoxification genes (*BtGST2*, *P450-1*, *P450-2*, *P450-4*, *P450-7*, *esterase2* and *esterase3*) were down-regulated to an extremely low level (TPM < 1) following host transfer (Fig. 5B, Table S7), which was much lower than the expression level of their homologous genes in MEAM1. These data indicate that the detoxification system of MEAM1 is less affected by host plant transfer. 

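CATGAGAAATTGGTATCTTTT, the tag with the counts of BtGST5, had 72 counts in MC (12.6 TPM) and 76 in MT (12.9 TPM), a log2 ratio of 0.04 (p = 0.868 from the exact two-sided Audic-Claverie test on the reads of these 2 libraries). In AC and AT the same tag had 35.8 and 17.1 TPM. The tag was located by the counts of Table S7, so these values restate that table. In the MEAM1 search 7 tags had one of the shifted pairs of counts of BtGST5, so the match rests on the Asia II 3 search, which led to the same tag and in which no tag had a shifted pair. No tag was located for BtGST4, P450-9, esterase3 or esterase4.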

Although no significantly up-regulated detoxification gene was founded in MEAM1 species after host plant transfer, the consistently high expression of detoxification genes may be an important reason why MEAM1 can feed on a wide range of host plants.

### Activities of the detoxification enzymes in MEAM1 and Asia II 3 whiteflies

To further reveal the differences between MEAM1 and Asia II 3 whiteflies, the enzymatic activities of three major detoxification enzymes, cytochrome P450 monooxygenases, GSTs and esterases were monitored when the MEAM1 and Asia II 3 whiteflies were transferred onto tobacco for 24 h. The GST activities of both MEAM1 and Asia II 3 whiteflies were decreased by about 20% when they were transferred from cotton to tobacco (Fig. 6A). For MEAM1, the activity of esterase towards α-Naphthol (α-NA) was elevated significantly when they were transferred to tobacco, whereas the esterase activity of Asia II 3 was much lower than that of MEAM1 on cotton and was not significantly changed after feeding on tobacco for 24 h (Fig. 6B). For cytochrome P450 monooxygenases activity, the p-nitroanisole O-demethylase (PNOD) activity of both MEAM1 and Asia II 3 were decreased by about 25% when they were transferred to tobacco. However, the PNOD activity of MEAM1 was about 1.4 times higher than that of Asia II 3 on cotton and 1.6 times higher on tobacco (Fig. 6C). Although choline esterase (ChE) was not considered as a detoxification enzyme, the activity of ChE has an important role in nicotine poisoning. Figure. 6D showed that host plant transfer did not affect the ChE activity of MEAM1 but inhibited the ChE activity of Asia II 3 significantly. Taken together, these data demonstrate that transferring to tobacco has significant effects on both the invasive and indigenous whiteflies and the detoxification capability of MEAM1 is much higher than that of Asia II 3.

## Discussion

The invasive whitefly species are often known to have a wider host range than indigenous species, and such differences in host range between invasive and indigenous species are expected to aid in biological invasions^12^,^14^. Our work demonstrates striking differences in response to host shift between the two whitefly species, including insect performance, gene transcription and enzymatic activities. First, the performance of MEAM1 transferred from cotton to tobacco for 24 h was better than that of Asia II 3. Second, the gene expression profiling showed that many more DEGs with larger fold-change were found in Asia II 3 than in MEAM1. Third, the KEGG pathway enrichment analysis showed that carbohydrate and energy metabolism pathways were repressed in Asia II 3 but not affected in MEAM1. Fourth, gene expression and protein metabolism were induced in MEAM1 whiteflies as the gene expression and proteasome pathway were activated. Finally, the activities of most detoxification enzymes were changed slightly in MEAM1 but were inhibited considerably in Asia II 3 after feeding on tobacco for 24 h. These results further indicate that the invasive MEAM1 species has stronger adaptability than the indigenous Asia II 3 species on unsuitable host plant during invasion and spread.

In our study, both MEAM1 and Asia II 3 whiteflies were adversely affected when they were transferred from cotton to tobacco. The increase of whitefly mortality on tobacco could be caused by the following factors: i) starvation as a result of no feeding, ii) adverse effects resulted from tobacco allelochemicals. The physical barrier of leaves such as leaf trichome and trichome exudates hinder insects from searching suitable feeding site smoothly^48^, so the different physical conditions of cotton and tobacco leaves are important reasons for the higher mortality of whiteflies on tobacco. However, even though the physical barrier of leaves may affect whitefly’s movement, observations with EPG showed that both MEAM1 and Asia II 3 whiteflies could feed on tobacco successfully^49^. In addition, when MEAM1 or Asia II 3 whiteflies were kept in empty clip cages without feeding for 24 h, the mortality was much lower than that on tobacco (Fig. 1). It is therefore assumed that the increased mortality of whiteflies on tobacco is most likely caused by the adverse effects of having access to tobacco allelochemicals.

In response to plant allelochemicals, MEAM1 whiteflies induced adaptive or defence mechanism, which was considered as a ‘optimal defence strategy’ for their survival^30^. In our study, most of the DEGs in MEAM1 were up-regulated, which implied that MEAM1’s adaptive or defence mechanism were induced when they were transferred to tobacco. However, similar mechanisms maybe not worked or existed in Asia II 3 because most of the DEGs were significantly down-regulated in Asia II 3 whiteflies. In general, our findings support the argument that the invasive MEAM1 whiteflies have stronger adaptability than Asia II 3 whiteflies. When encountering unsuitable host plants, the MEAM1 whiteflies can activate adaptive or inducible defence mechanism, which may contribute to their gradual adaption to unfavorable hosts. As our results only analyzed how MEAM1 and Asia II 3 whiteflies respond to host plant transfer in the initial short period of time (24 h), further studies are needed to analyze the long-term adaptive mechanisms of MEAM1 feeding on tobacco.

In this study, we stressed the whiteflies by transferring them from cotton to tobacco and analyzed the molecular responses of different whitefly species to the new host plant. Although the pathways related to digestive system were not significantly changed, the most basic and important carbohydrate and energy metabolism pathways in every organism, such as ‘Glycolysis’, ‘pyruvate metabolism’, ‘TCA cycle’ and ‘Oxidative phosphorylation’ pathways, were all repressed significantly in Asia II 3 but not affected in MEAM1. Therefore, genes involved in nutrition supply in MEAM1 are more tolerant to host changes and the inhibition of carbohydrate and energy metabolism in Asia II 3 may be another important reason for the poor performance of Asia II 3 on tobacco.

Insects have evolved various strategies for dealing with plant allelochemicals^29^. Usually, ingestion of plant toxins frequently causes insects to induce detoxification genes. For example, in *Helicoverpa armigera*, cytochrome P450 transcripts were induced by gossypol, deltamethrin and phenobarbital^50^,^51^. Moreover, specific GST genes in MED whitefly were significantly induced during exposure to high levels of indolic glucosinolate^30^. However, constitutive defense is also common in insects and plays an important role in the early stage of encounter with stress before the inducible defence is activated. In this study, except one GST gene, no other major detoxification genes (P450, GST and esterase) were significantly induced in either MEAM1 or Asia II 3 species when they were transferred to feed on tobacco for 24 h. Therefore, the constitutive defense might be the main defense mechanism for whiteflies in the first 24 h after host plant transfer. Furthermore, most of the detoxification genes in Asia II 3 whitefly were significantly down-regulated. As detoxification activity need energy, it seems that the down-regulation of detoxification genes in Asia II 3 is not just because of the direct effect of plant allelochemicals, but the attenuated energy supply in Asia II 3. As the plant allelochemicals are mixtures and vary in different plants, the inducible defense in response to plant allelochemicals may need longer time compared with the inducible defense to single component pesticide. Although no detoxification gene was induced, the constitutive expression of the detoxification genes was much higher in MEAM1 than in Asia II 3 (e.g. *BtGST4* and *esterase3*, Fig. 5), which may be important for the survival of MEAM1. The results of P450 and GST enzyme activity assays further support this inference. What’s more, the high esterase and ChE activity in MEAM1 may play an important role during its adaptation to unsuitable host plant.

## Conclusion

In this study, we analyzed the transcriptional responses of an invasive and an indigenous whitefly to different host plants using high-throughput sequencing. Our data showed that the gene regulation patterns of MEAM1 and Asia II 3 whiteflies were very different. Most of DEGs were up-regulated in MEAM1 whereas down-regulated in Asia II 3. Carbohydrate and energy metabolism was also repressed in Asia II 3 by interfering with the glycolysis, TCA cycle and oxidative phosphorylation pathway. However, genes involved in nutrition supply in MEAM1 were more tolerant to host changes and the activation of gene expression pathway facilitated the adaptation of MEAM1 to tobacco. Moreover, compared to the slight changes of detoxification genes in MEAM1, most of detoxification enzymes in Asia II 3 were drastically repressed. Altogether, this study provides the first overall picture underlying the wide host plant range of MEAM1 whiteflies.

## Methods

### Insect cultures and host plants

The stock cultures of the invasive MEAM1 (mitochondrial cytochrome oxidase 1 GenBank accession no. GQ332577) and indigenous Asia II 3 (mitochondrial cytochrome oxidase 1 GenBank accession no. DQ309076) whiteflies were separately maintained on cotton at 27 ± 1 °C, a photoperiod of 14 h light: 10 h darkness and 70 ± 10% relative humidity^16^,^52^. Two species of host plants, cotton (*Gossypium hirsutum* (Malvaceae) cv. Zhe-Mian 1793) and tobacco (*Nicotiana tabacum* cv. NC89) were cultivated singly in a greenhouse at 25 ± 3 °C, a photoperiod of 14 h light : 10 h darkness. All plants used in experiments were at four-to-six fully extended true-leaf stage and all experiments were conducted in climate chambers at 27 ± 1 °C, 14 h light : 10 h darkness and 70 ± 10% relative humidity.

### Host plant transfer assays

The sub-culture of each of the two whitefly cryptic species was initiated with 60 newly emerged adult whiteflies (30 females and 30 males) and was maintained on cotton for 3 generations before the adult whiteflies were taken for experiments. As newly emerged whiteflies are extremely vulnerable, whiteflies used in the experiments were all female adults taken 24 h after emergence. For each of the two whitefly species, three treatments were conducted including transfer from cotton to cotton, from cotton to tobacco, and from cotton to an empty clip cage^53^. For each treatment, twelve replicates were tested. And for each replicate in a given treatment, 10 females were collected from the sub-culture and released into a clip cage on the abaxial surface of the cauline leaves of a tobacco or a cotton plant, or to an empty clip cage (as a control of starvation). Twenty four hours after host transfer, all the dead individuals were collected and counted to calculate the mortality. Meanwhile all the eggs on the leaves were counted with a stereoscope and the number of eggs per female was determined. Statistical significance between the treatments was evaluated using one-way ANOVA at a 0.05 level followed by LSD tests. All data analyses were conducted using the software STATISTICA 6.1 (StatSoft, Inc., Tulsa, USA).

### RNA isolation, DGE library preparation and Illumina sequencing

Four treatments were conducted including MEAM1 from cotton to cotton (MC), MEAM1 from cotton to tobacco (MT), Asia II 3 from cotton to cotton (AC) and Asia II 3 from cotton to tobacco (AT). For each treatment, approximately 1,000 adult whiteflies (12–24 h after emergence) were transferred. After 24 h, all live whiteflies were collected for RNA isolation. Two replicates were conducted for each of the treatments and processed independently. One replicate was used for DGE library preparation and Illumina sequencing, and the other was used for the qRT-PCR analysis. Total RNA was isolated using SV total RNA isolation system (Promega, Madison, USA) according to the manufacturer’s instructions. mRNA purification and DGE library preparation were conducted as previously described^35^. All the DGE libraries were sent to Beijing Genome Institute (Shenzhen, China) for Illumina sequencing.

### Tag annotation and data normalization for gene expression level

Clean tags were extracted from raw tag sequences by removing adaptor sequence and low-quality sequences. All tag mapping, annotation, data normalization and gene expression analysis were performed according to the previously published procedures^35^. Tags were annotated by mapping tag sequences to the transcriptome reference database of MEAM1 and Asia II 3 (available upon request). For tag mapping, mismatch was not allowed. All tags mapped to multiple genes were filtered out and the remaining tags were designed as unambiguous tags. The number of unambiguous tags for each gene was calculated and then normalized to TPM (number of transcripts per million tags) for differential gene expression analysis^34^,^54^.

### Analysis of differentially expressed genes

To identify the DEGs between cotton-feeding and tobacco-feeding whiteflies (MT vs. MC and AT vs. AC), a rigorous algorithm was used based on a method described previously^55^. FDR was used to determine the threshold of *P* value in multiple tests and analysis. FDR < 0.001 and the absolute value of log_2_^Ratio^ ≥ 1 were used as the threshold to judge the significance of gene expression difference. Pearson correlation coefficient was calculated to statistically assess the variations of the two comparison groups, MT vs. MC and AT vs. AC.

### GO and KEGG pathway analysis

To further understand the molecular events behind the genes expression, all DEGs were subjected to GO functional annotation using Blast2GO and mapped to terms in KEGG pathway database using Blastall software. Enrichment analysis was used to identify the significantly regulated KEGG pathways and GO terms by hypergeometric test of R program. Significantly enriched pathways were filtered out with the threshold of *P* value ≤0.05.

### qRT-PCR analysis

In order to confirm the results of the DGE analyses, the expression of 50 selected genes were measured using qRT-PCR. One replicate of total RNAs of the four treatments were served as templates to synthesize cDNAs using the SYBR^®^PrimeScript™ RT-PCR Kit II (Takara). qRT-PCRs were done on the ABI PRISM 7500 Fast Real-Time PCR System (Applied Biosystems) with SYBR-Green detection. Each gene was analyzed in triplicate and the average threshold cycle (Ct) was calculated. The relative expression levels were calculated with the 2^−ΔΔCt^ method. A house keeping gene β-actin was used for transcript normalization^35^.

### Detoxification enzyme activity assay

To assess the effect of host plant transfer on detoxification enzyme activities of the two whitefly species, total proteins were extracted from whiteflies. For each treatment, approximately 1,000 adults were collected and homogenized in 1 mL precooling-homogenization buffer (0.1 M sodium phosphate, 1 mM EDTA, 1 mM DTT, 1 mM PMSF and 10% glycerol, pH 7.8). The homogenate was centrifuged at 4 °C, 10,000 × g for 20 min and the supernatant was filtered using silica wool. The filtrate was then centrifuged at 4 °C, 100,000 × g for 60 min and the supernatant was used for the determination of esterase, GST and ChE activities. The microsome precipitation was dissolved in 1 mL homogenization buffer and used for measuring cytochrome P450 monooxygenases activity. The protein concentration was determined by a BCA protein kit (Sangon Biotech). Three replicates for each of the four treatments (MT, MC, AT, and AC) were conducted and processed independently.

P450 PNOD activity was performed according to previously published procedures with slight modifications^56^. One hundred μL of microsome protein was added to 100 μL of 2 mM p-nitroanisole, and the mixture was incubated at 30 °C for 3 min. Then, the reaction was initiated by the addition of 20 μL of 10 mM NADPH. After 30 min at 30 °C, 100 μL HCL (1 mol/L) was added to stop the reaction. For blank control, proteins were added after HCL. Next, 500 μL chloroform was added to the mixture to extract the reaction product. Three hundred μL chloroform layer was transferred to a new tube and 300 μL NaOH (0.5 mol/L) was added. After shaking and centrifuging, 200 μL aqueous phase was read in a spectrophotometer at 405 nm. A p-nitrophenol standard curve was used to quantify product. The activity was expressed as nmole p-nitrophenol per minute per milligram protein.

Esterase activity towards α-naphthyl acetate (α-NA) was conducted as preciously described^57^. One hundred μL total proteins was diluted by adding 2.9 mL sodium phosphate buffer (0.1 M pH 7.8), and then mixed gently with 1 mL substrate solution (0.1 M pH 7.8 phosphate buffer, 0.3 mM α-NA). After incubation at 37 °C for 15 min, 1 mL colour reagent (2 mL 1% fast blue B salt mixed with 5 mL 5% SDS) was added to stop the reaction. Ten min after the coloration, the absorbance was measured at 600 nm. For blank control, proteins were added after colour reagent. A naphthol standard curve was used to quantify product. The esterase activity was expressed as nmole naphthol per minute per milligram protein.

ChE activity was detected by using a ChE detection kit (Nanjing Jiancheng Bioengineering). After incubation at 37 °C for 20 min, the residual acetylcholine was detected by reaction with hydroxylamine and then mixed with Fe^2+^ in acid solution for coloration. The absorbance was measured at 520 nm and the activity was expressed as nmole acetylcholine decreased per minute per milligram protein.

GST activity towards 3, 4-dichloronitrobenzene (DCNB) was assayed using GSH-ST detection kit (Nanjing Jiancheng Bioengineering). After incubation at 37 °C for 10 min, the residual L-glutathione (GSH) was detected by reaction with the general thiol reagent (5-5’-dithiobis [acid], DTNB). The absorbance of the reaction product 5-thionitrobenzoic acid (TNB) was measured at 412 nm. GST activity was normalized per milligram of protein. One unit of GST activity was defined as the formation of 1 nmol of CDNB-GSH per minute of incubation.

### Data accessibility

Data sets are available at the NCBI Gene Expression Omnibus (GEO) with the accession number: GSE57074. The following link has been created to allow review of record GSE57074 while it remains in private status: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=atcjycwgzjmnvod&acc=GSE57074

## Additional Information

**How to cite this article**: Xu, H.-X. *et al.* Transcriptional responses of invasive and indigenous whiteflies to different host plants reveal their disparate capacity of adaptation. *Sci. Rep.* **5**, 10774; doi: 10.1038/srep10774 (2015).

## Supplementary Material

Supplementary Information

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

Supplementary Table S4

Supplementary Table S5

Supplementary Table S6

Supplementary Table S7

## Figures and Tables

**Figure 1:**
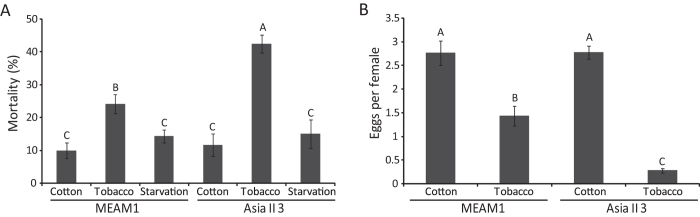
The performance of whiteflies following transfer to cotton, tobacco and empty clip cage. Whiteflies were transferred from cotton to cotton, tobacco or empty clip cage for 24 h. (**A**) The percentage of mortality. (**B**) The average number of eggs per female. Data shown are mean ± SE, n = 12. Different letters above the bars indicate significant differences between treatments at *p* < 0.05.

**Figure 2:**
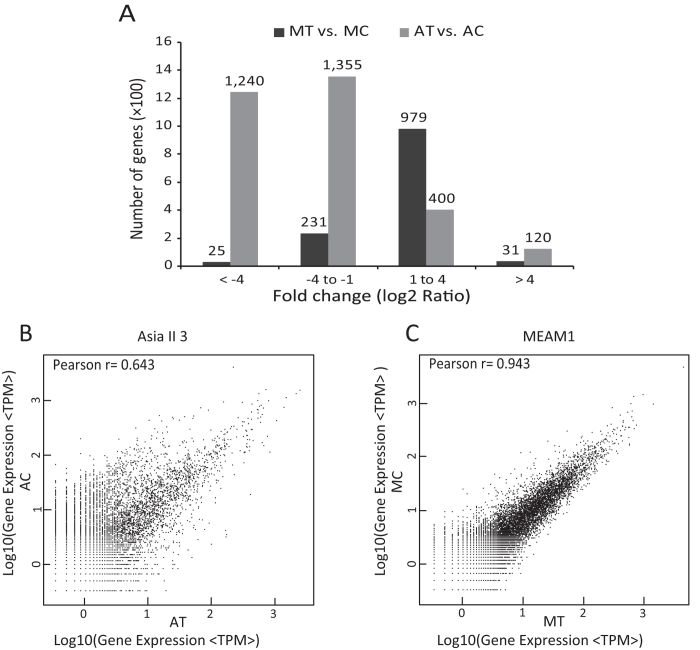
Changes in gene expression profiles of MEAM1 and Asia II 3 on cotton and tobacco. (**A**) The number and fold change (log_2_ Ratio) distribution of differentially expressed genes. Correlation analysis of AT vs. AC (**B**) and MT vs. MC (**C**). The Pearson correlation coefficient for each comparison is shown in the upper left corner of the plot.

**Figure 3:**
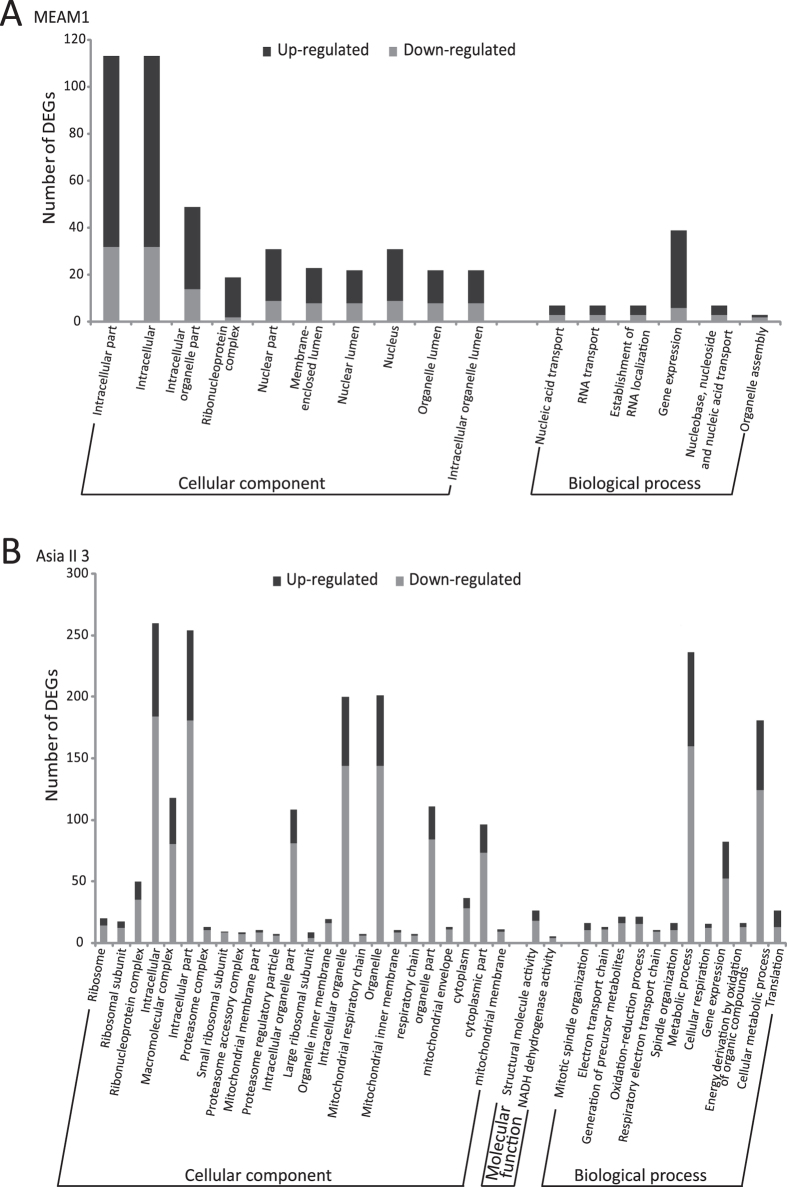
Gene ontology terms enriched with DEGs after host transfer. (**A**) GO terms enriched with DEGs in MEAM1. (**B**) GO terms enriched with DEGs in Asia II 3. The functions of genes identified cover three main categories: cellular component, molecular function and biological process.

**Figure 4:**
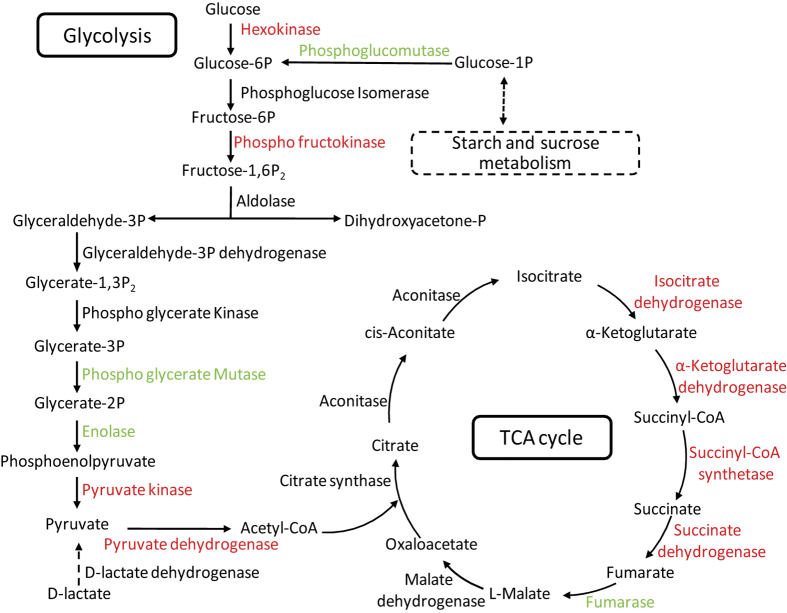
Transcriptional changes of genes in the glycolysis and TCA pathways in Asia II 3. The DEGs encoding enzymes involved in glycolysis and TCA cycle are shown. Up-regulated genes are highlighted in green while the down-regulated genes are highlighted in red.

**Figure 5:**
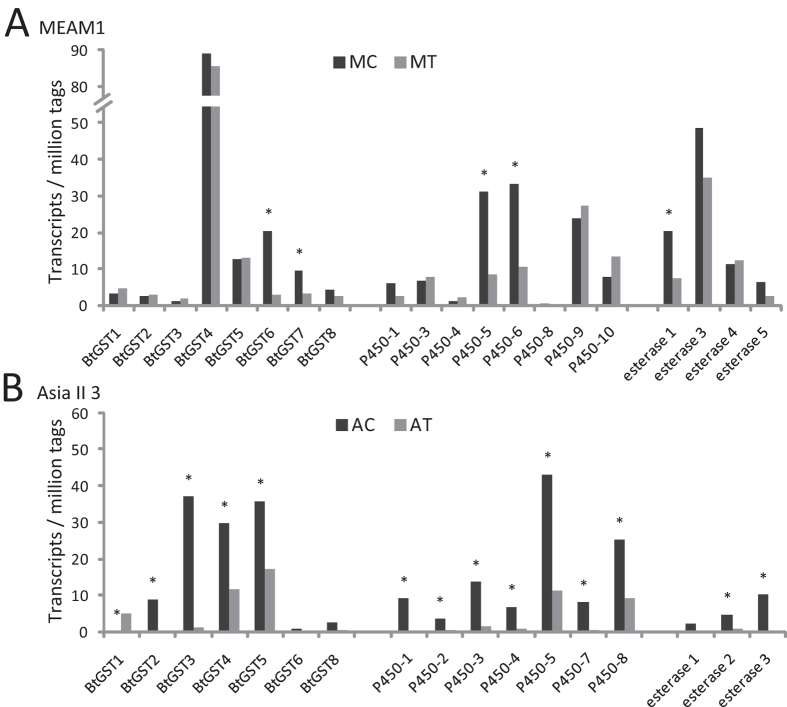
Transcription profiles of 23 detoxification genes from the GST, P450 and esterase families. MEAM1 (**A**) and Asia II 3 (**B**) whitefly adults were transferred from cotton to feed on tobacco for 24 h. ‘*’ denotes the differently expressed genes judged by FDR < 0.001 and the absolute value of log_2_^Ratio^ ≥ 1.

**Figure 6:**
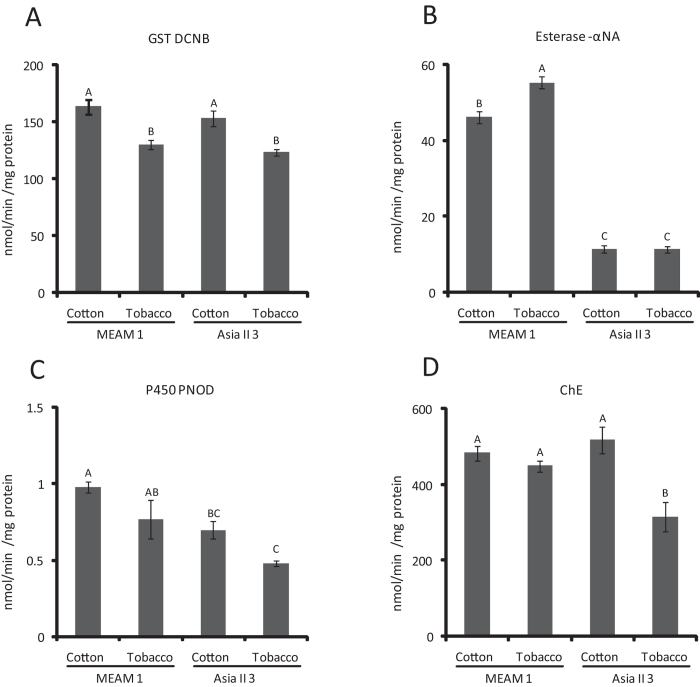
Activities of major detoxification enzymes of MEAM1 and Asia II 3 whiteflies on cotton and tobacco. (**A**) GST activity towards DCNB. (**B**) Esterase activity towards a-NA. (**C**) P450 activity towards PNOD. (**D**) ChE activity. Each assay was repeated three times. The results are shown as mean ± SE, and the different letters above the bars indicate significant differences (*p* < 0.05).

**Table 1:** Statistics of DGE sequencing.

**Category**	**Parameter**	**Sequencing results**			
		**MC**^1^	**MT**^2^	**AC**^3^	**AT**^4^
Raw tag	Total no. of tags	5951527	6091042	6114520	5879545
	No. of distinct tags	342727	318139	247567	266527
Clean tag	Total number	5734967	5888090	5976544	5730194
	Distinct Tag number	143198	133826	111624	119204
All tags mapping to gene	No. of distinct tags	43787	47908	35183	23368
	Distinct Tag % of clean tag	30.58%	35.80%	31.52%	19.60%
All tag-mapped genes	No. of genes	22193	22620	18098	13828
	% of reference genes	38.44%	39.17%	34.45%	26.32%
Unambiguous tag-mapped genes	No. of genes	22113	22547	18006	13734
	% of reference genes	38.30%	39.05%	34.27%	26.14%

^1^The MEAM1 whitefly transferred from cotton to cotton.

^2^The MEAM1 whitefly transferred from cotton to tobacco.

^3^The Asia II 3 whitefly transferred from cotton to cotton.

^4^The Asia II 3 whitefly transferred from cotton to tobacco.

**Table 2:** Pathways enriched with DEGs in MT vs. MC and AT vs. AC comparison groups.

**Pathway ID**	**Pathway description**	**Dif**^1^	**Ref**^2^	**P-value**
**MT vs. MC**				
ko04142	Lysosome	20	948	3.10E-06
ko04612	Antigen processing and presentation	12	389	8.18E-06
ko03013	RNA transport	15	927	0.0009172
ko03050	Proteasome	5	187	0.0069723
ko00330	Arginine and proline metabolism	5	229	0.0157006
ko00340	Histidine metabolism	3	98	0.0246248
ko00620	Pyruvate metabolism	5	281	0.0339742
ko00561	Glycerolipid metabolism	5	312	0.0493495
**AT vs. AC**				
ko00190	Oxidative phosphorylation	38	399	2.48E-21
ko03010	Ribosome	28	478	7.26E-11
ko01100	Metabolic pathways	131	6447	1.15E-07
ko03050	Proteasome	14	187	2.28E-07
ko01120	Microbial metabolism in diverse environments	38	1604	0.00042
ko03060	Protein export	6	118	0.004905
ko00980	Metabolism of xenobiotics by cytochrome P450	15	531	0.005158
ko00062	Fatty acid elongation in mitochondria	4	54	0.005656
ko00982	Drug metabolism - cytochrome P450	15	537	0.005701
ko00240	Pyrimidine metabolism	17	647	0.006134
ko00280	Valine, leucine and isoleucine degradation	9	274	0.011196
ko00020	Citrate cycle (TCA cycle)	8	229	0.011624
ko04141	Protein processing in endoplasmic reticulum	22	990	0.013199
ko04612	Antigen processing and presentation	11	389	0.015233
ko00010	Glycolysis / Gluconeogenesis	8	241	0.015387
ko00480	Glutathione metabolism	9	305	0.020979
ko05130	Pathogenic Escherichia coli infection	9	305	0.020979
ko03020	RNA polymerase	8	265	0.025434
ko00640	Propanoate metabolism	6	185	0.036956
ko00030	Pentose phosphate pathway	6	187	0.038618
ko00350	Tyrosine metabolism	8	292	0.041385
ko00450	Selenocompound metabolism	5	143	0.041797
ko04621	NOD-like receptor signaling pathway	5	145	0.043921
ko05100	Bacterial invasion of epithelial cells	9	357	0.049153

^1^The number of DEGs in a pathway.

^2^The total number of genes in a pathway.

How the deposited data were processed for this re-analysis (not part of the article)

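Gene expression was measured by DGE tag sequencing in 4 libraries, MEAM1 on cotton (MC), MEAM1 on tobacco (MT), Asia II 3 on cotton (AC) and Asia II 3 on tobacco (AT), with 1 library per condition. The libraries were joined to the conditions by their labels alone. The authors deposited 1 table per library. Its counts are the copy numbers of clean tags, which the authors made by filtering the raw tags, and no tag with a count below 2 is present. Its TPM values were made by the authors by dividing each count by the clean tags of the library, and TPM recomputed from the counts was checked against them. Libraries held 5734967 (MC), 5888090 (MT), 5976544 (AC) and 5730194 (AT) clean tags, so the abundance that 3 counts show was 0.523, 0.510, 0.502 and 0.524 TPM.

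Tags were joined across libraries by sequence, and a tag missing from a library was given a count of 0. The transcriptome databases of MEAM1 and Asia II 3 were not used here, so tags were not assigned to genes. The results planned for genes and gene families, and the alternatives that keep the tag nearest the 3' end of a transcript or allow a mismatch, were not run. MT vs. MC and AT vs. AC were compared per tag with the Audic-Claverie test, two-sided, computed from the negative binomial distribution of the tobacco count given the cotton count and the library totals. Tags with a Benjamini-Hochberg FDR below 0.001 and an absolute log2 ratio of TPM of at least 1 were called differentially expressed, with 0 set to 0.01 TPM. Intervals on shares of tags are 95% Wilson intervals over tags, which are not independent replicates. Pearson's r was computed on log10 TPM of tags counted in both libraries of a pair.

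By a rule set before the data were examined, the 2 tags with the largest rise and the 2 with the largest fall are named for each comparison, among tags past the FDR with at least 100 counts in each library, together with the genes the paper names where a tag could be located. Genes of the supplementary tables were located where exactly 1 tag had the same pair of counts as the gene, with at least 20 counts in each library. The level reached by chance was measured by shifting the tobacco count of each gene by up to 5, which gives 10 shifted pairs per gene. Primers of Table S3 were searched for tags in either orientation. Only the part of Table S2 that its copy here holds was searched.

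The alternatives were TMM scaling (edgeR 4.0.16), median-ratio scaling (DESeq2 1.42.0), 1 TPM added to both values before log2, tags with at least 10 counts in the 2 libraries together, edgeR's exact test with an assumed dispersion of 0.04 or 0.16, FDR below 0.05, a count of 1 for a missing tag, and 3 other ways to compute the correlation. All were chosen before the data were examined. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 and R 4.3.3 were used. The test was tested on simulated data in which 200 tags with a mean count of at least 30 changed 4-fold. It recovered 160 of them at the totals of MC and MT and 169 at those of AC and AT, with 0 false calls. The simulated counts varied by counting error only, as the test assumes. The 0 false calls therefore say nothing about variation between replicates. All 73 and all 74 of the changed tags with a mean count of at least 100 were recovered. After a first run on simulated data, the criterion for passing was changed from the share of all changed tags to the tags with a mean count of at least 100. Qualities of single reads, raw images and the qRT-PCR measurements were not analysed here, and neither were the enrichment tests of GO terms and pathways, which need the genes.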

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

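The test on tags missing from AC was set before the data were examined, but the opposite set it is compared with was redefined and its limits were set after values were known, and the test on pairs of tags that differ in 1 base was chosen only after the correlations between libraries had been seen.

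Of the tags differentially expressed in both comparisons, 262 changed in opposite directions in the 2 species, while 6918 changed in the same direction. This is a difference between the 2 groups, but with 1 library per condition the opposite directions were not tested against each other. Of all 7180 such tags, 96.4% shared their direction. No biological explanation of the 262 tags was tested, and counting error, sequence differences between the species and a mixture of RNA between libraries were not separated for them.

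Tags counted at least 10 times in both MC and MT and missing from AC took 4.97% of the counts of AT, against 5.32% of the counts of MT and 3.68% of those of MC. This is a signal in tags that the paper does not discuss. There were 7875 such tags, of which 7542 (95.8%) were counted in AT, and the smallest share that 3 counts can show in AT is 5.2e-05%. The opposite set, counted at least 10 times in AC and missing from MC, held 1623 tags, which took 0.385% of the counts of AC, 0.0204% of those of MT and 0.0189% of those of AT, so these tags were as rare in AT as in MT. A technical explanation, that the AT library holds RNA of MEAM1 whiteflies, predicts a large share of such tags in AT, and the value of 4.97% is consistent with it. A biological explanation, that both species express these genes and Asia II 3 does so only on tobacco, also gives such a share for tags without a sequence difference between the species. The pairs of tags described under the other observations bear on this. At them AT held on average 95.5% of the sequence found in MT. Where both tags of a pair come from the same gene, the biological explanation by itself leaves this unaccounted for. The tags were not matched to transcripts, so whether they do was not checked. Depth does not differ enough between libraries to make such sets, since the totals ran from 5730194 to 5976544. A swap or mixture of material before sequencing remains a candidate explanation. The paper reports the same direction of change by qRT-PCR, on a replicate processed independently, for most of 50 genes, which a mix-up of the sequenced material alone would have to account for. Those measurements were not analysed here, and the data cannot show at which step it would have happened.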

How the results depend on the processing

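For 9 results, 53 alternative values were computed. A count of tags was taken as the same within 1.5 times the main count, and a share or correlation within the 95% interval of the main value, which is narrow with this many tags. By this measure 17 stayed the same, 35 moved and 1 reversed, and the cause was not tested. No paired analysis was possible because each condition had 1 library. The alternatives that need transcripts (the tag nearest the 3' end, and 1 mismatch allowed) were not run, and edgeR's test with a dispersion of 0.16 gave no shares for MT vs. MC since 0 tags passed.

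In MT vs. MC the share of up-regulated tags stayed below 50% under all 7 alternatives that made calls, from 5.76% to 40.8%. In AT vs. AC it was above 50% under all 8 alternatives, from 50.4% to 65.4%, while the main value and that with 1 TPM added, both 50.4%, had intervals that included 50.

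TMM scaling gave 25.0% up-regulated and 23.2% above 4 in MT vs. MC and 58.1% up-regulated in AT vs. AC. Median-ratio scaling gave 30.2%, 19.8% and 57.7% for the same shares. With 1 TPM added to both values, 0.339% of the tags in MT vs. MC and 8.94% in AT vs. AC were above 4. This setting shrinks the ratios of all rare tags, and in AT vs. AC the tags above 4 that were counted in both libraries went from 6245 to 2065. With at least 10 counts in the 2 libraries together, 37.6% were up-regulated and 19.8% above 4 in MT vs. MC, and 51.7% were up-regulated in AT vs. AC. A count of 1 for missing tags gave 38.5% up-regulated and 12.6% above 4 in MT vs. MC, and 51.0% and 67.1% in AT vs. AC.

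An assumed dispersion of 0.04 left 2067 tags in MT vs. MC, 5.76% of them up-regulated and 31.4% above 4, and 22726 tags in AT vs. AC, 52.0% up-regulated and 78.1% above 4. At a dispersion of 0.16, 0 tags in MT vs. MC and 6872 tags in AT vs. AC passed, 65.4% of the latter up-regulated and 99.7% above 4. An FDR below 0.05 gave 17912 tags in MT vs. MC (40.8% up-regulated, 31.7% above 4) and 55683 in AT vs. AC (53.0% and 76.2%).

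Keeping tags missing from one library gave r of 0.209 for MT vs. MC and reversed r to -0.15 for AT vs. AC. With at least 10 counts in each library r was 0.816 and 0.513, and Spearman's rho was 0.706 and 0.365. In each of these settings r was lower for AT vs. AC than for MT vs. MC. Depth limits the calls, as in simulated data 160 of 200 tags changed 4-fold, with a mean count of at least 30, were recovered in MT vs. MC. All 73 of those with a mean count of at least 100 were recovered. Changes in tags with a mean count below 30 were not simulated, so recovery among rare tags was not measured.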

Differences from the paper's values

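The paper's values below count genes and the values computed here count tags. Differentially expressed features in MT vs. MC number 1266 in the paper and 8727 here, and in AT vs. AC 3115 in the paper and 31471 here. None of the 8 alternatives set before the data were examined closed either gap. The nearest were edgeR's exact test with a dispersion of 0.04 for MT vs. MC, with 2067 tags, and with a dispersion of 0.16 for AT vs. AC, with 6872 tags.

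The share of up-regulated features in MT vs. MC is 79.8% in the paper and 36.5% here, and the share of down-regulated features in AT vs. AC is 83.3% in the paper and 49.6% here. The share above 4 on the log2 scale in AT vs. AC is about 44% in Fig. 2A, read by eye, and 71.2% here. None of the alternatives set before the data were examined closed these gaps, though for the share above 4 they lay on either side of the paper's value, from 8.94% with 1 TPM added to 99.7% with a dispersion of 0.16. The share up to 4 in MT vs. MC is 95.6% in the paper and 81.2% here, and it was from 68.3% to 99.7% under the alternatives, of which 1 TPM added to both values gave 99.7% and a count of 1 for missing tags 87.4%.

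Pearson's r is 0.943 in the paper and 0.810 here for MT vs. MC, and 0.643 in the paper and 0.453 here for AT vs. AC. None of the 3 alternatives set before the data were examined closed them. For the gene BT_B_ZJU_Singletons100692 the paper's log2 ratio in MT vs. MC, in its Table S3, is 1.208, while the tag held by its forward primer had 1.52 here, for which no alternative was set.

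The paper states that most changed genes rose in MEAM1, while of the changed tags here 63.5% fell. For Asia II 3 the paper states that most changed genes fell, while here 15875 of the changed tags rose and 15596 fell. The paper's genes rest only on tags that mapped without mismatch. By its mapping statistics, the share of distinct tags mapped to genes was higher in MT than in MC and lower in AT than in AC. Unmapped tags are counted only here, so genes and tags need not share a direction. The paper also describes the response patterns of the 2 species as very different. Here 31471 tags changed in AT vs. AC and 8727 in MT vs. MC, and 7180 changed in both. Of these 7180, 96.4% changed in the same direction, a share that leaves out tags called in only 1 comparison. This share by itself does not speak against the paper's description. At the pairs of tags described under the other observations, AT held on average 95.5% of the sequence found in MT. A mixture of RNA between libraries is not excluded, so the shared direction need not be a shared response.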

Other observations

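The tests of pairs of tags, of sums of libraries and of the direction shared by the 2 comparisons were chosen only after the correlations between libraries had been seen, whereas the tests of scaling and of zero counts were set before the data were examined, and the limits used in all of them were set when values were already known.

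AT had its highest correlation with MT, 0.911, against 0.453 with AC, the library of its own species. The correlation of MC was 0.823 with AT, 0.810 with MT and 0.686 with AC. To look at species and host apart, pairs of tags were sought that differ in 1 base, where one tag had at least 50 counts in AC and at most 2% of that count in MT, and the other the reverse. There were 35 such pairs. The share of the sequence found in MT was on average 99.1% in MT, 0.337% in AC, 95.5% in AT (SD over pairs 3.40, from 88.5 to 100) and 64.8% in MC (SD 12.2, from 36.6 to 86.3), and it was above 50% in 31 of the 35 pairs in MC. The values in MT and AC follow from the choice of pairs, and those in AT and MC do not. If host alone set which sequence is counted, MC would have held mostly the sequence found in AC, and 64.8% is against this. A mixed or mislabelled sample, in which AT holds mostly RNA of MEAM1, may explain the 95.5%. The tags were not matched to transcripts, so a pair may also join unrelated genes, and no genotype of the whiteflies was available here to check.

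For MC the pairs put forward a mixed sample that holds RNA of both species. The ratio of MC to AC over the 804 tags typical of AC was 0.280 and the ratio of MC to MT over the 2712 tags typical of MT was 0.595, a sum of 0.875, where simulated mixtures gave 1.01. The simulated mixtures were drawn from the counts of MT and AC themselves. They held no difference between MEAM1 on cotton and on tobacco, so 1.01 is no strict yardstick for MC. A mixture of the RNA in AC and MT therefore cannot be told apart here from true differences between MC and these libraries. The tolerance on this sum was narrowed from 0.2 to 0.1 after the value was seen, and with the wider one it would have counted as in line with a mixture. The medians of the ratios per tag summed to 0.765 in MC, outside the wider tolerance too, and to 0.889 in AT. A weighted sum of MT and AC, with the weight taken from the pairs, correlated with MC at r = 0.910 over 26830 tags, against 0.778 for MT alone and 0.538 for AC alone. In AT the sum of ratios was 1.01, and the weighted sum gave 0.939 against 0.937 for MT alone. Several sets of tags and weights were tried before these were kept.

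Of the tags that fell in both comparisons, 93.0% had fewer TPM in MC than in AC, and of those that rose in both, 97.6% had more in MC than in AC. RNA of Asia II 3 in the cotton libraries and of MEAM1 in the tobacco libraries may give this pattern. A larger response of Asia II 3 in the same direction gives it too, so the 2 cannot be told apart by it. If the samples were mixed, AT vs. AC and MT vs. MC could in part compare species and not hosts, and the values here cannot exclude a response to tobacco beside that.

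Bias from scaling by total tags was tested with TMM and median-ratio scaling. Of the 4 majority directions, 0 changed sides. For MT vs. MC the share of up-regulated tags moved from 36.5% to 25.0% and 30.2%, so more tags fell than rose under each scaling run. For AT vs. AC the main share of 50.4% had an interval that includes 50, so there was no clear majority to change sides, and the share moved to 58.1% and 57.7%. Of the 6 alternatives that keep the scaling, 5 also gave intervals above 50, with shares from 51.0% to 65.4%, so the test does not decide how much of this is a bias of scaling. At the level of all tags, mapped to a gene or not, the directions reported for genes were not seen in the first place. In AT vs. AC, 72.1% of the tags above 4 had a 0 in one library, but a differentially expressed tag with a 0 lies above 4 by construction, so this share cannot show that zeros set to 0.01 TPM make the large log2 ratios. With a count of 1 for missing tags 67.1% were still above 4, but 12009 of these 18254 tags were missing from one library, so this share does not decide it either. In the main setting 6245 tags above 4 were counted in both libraries, which goes against zeros as the whole explanation. With 1 TPM added to both values there were 2065 such tags and the share above 4 was 8.94%, but this setting also shrinks the ratios of rare tags counted in both. Neither pattern can be called biological, since there is 1 library per condition.

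Among the genes of Tables S1 and S2 located by their counts, 303 of 360 from MT vs. MC (84.2%, 95% interval 80.0 to 87.6) had a log2 ratio of the same sign in AT vs. AC, and 238 of 301 from AT vs. AC (79.1%, 74.1 to 83.3) did so in MT vs. MC. The part of Table S2 searched held 520 up-regulated and 1478 down-regulated genes, which is fewer down-regulated genes than the paper counts. The shares differed by direction, so the pooled share from AT vs. AC does not describe the whole of Table S2. From MT vs. MC, 271 of the 292 genes that rose also rose in AT vs. AC, but 32 of the 68 that fell also fell. From AT vs. AC, 157 of the 181 that fell also fell in MT vs. MC, and 81 of the 120 that rose also rose. By chance about 160 genes in MT vs. MC and 55.9 in AT vs. AC would be located, so an unknown part of these tags does not belong to the gene. A mixture of RNA between libraries could also give shared signs here.

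All 5 genes that Table S5 lists for MT vs. MC are the 5 proteasome genes that Table S6 lists for MT vs. MC. The Audic-Claverie formula gave the P-value of the paper within 1% for 1009 of the 1010 up-regulated genes of Table S1 and for all 514 up-regulated genes with P above 0 in the part of Table S2 examined. Among down-regulated genes with P above 0 it did so for 94 of 232 and 140 of 1432, and the paper's P was more than 10 times larger for 86 and 1002 of them.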
